A study of Mus musculus with 16 samples.

How the data were processed

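RNA was measured in the livers of mice with a normal Zfp36l1 gene (WT) and of mice in which this gene was deleted in the liver only (LKO), each fed either a control diet or a diet that contained ethanol. The labels gave 16 libraries in 4 groups of 4, and each library was placed in its group by its treatment label. Libraries are named by group and by a number from 1 to 4, given in the order of the records, and no pairing was taken from these numbers. The labels state no pairing. Per the labels, the libraries were made from total liver RNA with a standard Illumina preparation. Sex, age, strain, diet composition and feeding time were not stated in the labels used here.

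The authors deposited a single table of FPKM values (fragments per kilobase of gene, scaled to the counted fragments of the library), with 1 value per gene and library for 35275 Ensembl gene IDs. The aligner, the counting program, the genome build and the annotation are not stated in the labels or in the table's header. Of the gene IDs, 10898 were at 0 in all libraries. Symbols and positions were taken from GENCODE mouse release M21 on GRCm38, which gave a symbol for 34490 IDs and none for 785. Positions are those of GRCm38 and may differ from the build behind the deposited values. No columns of the table were identical to each other.

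Within a gene, the deposited FPKM values were whole multiples of what 1 read was worth in each library. Gene lengths and whole reads were worked out from these steps for all 24377 genes above 0 in at least 1 library. Among the 20520 genes above 0 in at least 4 libraries, 100% of the values lay within 0.1 of a whole read. The reads so found left at most 0.0606% of a library's total unexplained. On 4000 simulated genes, the procedure returned every read count for 100% of the 3798 genes above 0 in at least 4 libraries, and the exact total for all 16 libraries. The lengths equalled the GENCODE M21 union exon length for 22.1% of the genes, so another annotation or another rule for length lay behind the table. Total reads per library ranged from 9890475 in WT ethanol library 2 to 24768569 in LKO ethanol library 4. Apart from library 2 of the WT ethanol group, the lowest total was 19069903. The strandedness of the counting is not stated, so values of overlapping, antisense or near-identical genes can hold reads of a neighbour or a copy.

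Genes were kept when their FPKM was at least 1 in at least 4 of the 16 libraries, which left 11298 genes, of which 11246 had a symbol. Values were tested as log2(FPKM + 1), a scale on which the changes of low genes are understated. A group-means model over the 4 groups was fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend), and p-values were adjusted by the Benjamini-Hochberg method over the genes kept. A gene was called at an adjusted p under 0.05. The contrasts were ethanol against control diet in WT, the same in LKO, LKO against WT on the control diet, LKO against WT on the ethanol diet, and the interaction, which is the ethanol response in LKO minus that in WT. All tests were two-sided. For Zfp36l1 and Fgf21 the difference of group means was also put to an exact permutation test over the 70 arrangements of 4 libraries against 4, whose smallest possible p is 0.0286, with Benjamini-Hochberg adjustment over the 8 tests.

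The designs, the gene lists, most alternatives and the rule for naming genes were fixed before the data were examined. The design had foreseen a count test for a table of raw counts. It was not run because the table holds FPKM. The genes named were Zfp36l1, Fgf21 and the related Zfp36 and Zfp36l2, and for each contrast the 3 genes with the largest rise and the 3 with the largest fall among genes called whose groups did not overlap, passing over predicted genes, pseudogenes and genes without a symbol. For a gene list, at most the 3 members with the smallest adjusted p were named. The 5 lists covered steatosis (fat synthesis and storage), inflammation, fatty acid oxidation, bile acid metabolism and the stress response. Each was tested against all other kept genes with limma's camera at an inter-gene correlation of 0.01, adjusted over the 25 tests of 5 lists in 5 contrasts, and also with fry and with an estimated correlation. The share of genes with the AU-rich 7-mer TATTTAT in the 3′ untranslated region was compared between called and uncalled genes by Fisher's exact test, and by an exact test within strata of region length. On the control diet no gene was raised, so the planned motif comparison of raised genes could not be made there.

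The procedure was tested on reads simulated for 11298 genes from the library means and totals, and 11101 passed the filter. Of 200 genes changed 4-fold, 98% were called, and 9.3% of calls were unchanged genes. In a contrast without change, 0 genes were called, with equal or array weights. Of 200 random lists of unchanged genes, 2% had a camera p under 0.05, leaving lists of correlated genes untested.

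Alternatives changed the pseudocount, the filter, the scaling between libraries (equal sums, upper quartile, median of ratios, quantile normalization), the prior variance, the library weights, the groups in the fit, the threshold and the set test, summed gene IDs of the same symbol, and left out each library in turn. Others were chosen after the data were seen: limma's voom on the recovered whole reads, a term for a split of the libraries within groups, quantile normalization or voom without WT ethanol library 2, and leaving out each library for the motif. The weights of limma's arrayWeights were estimated gene by gene because the default method did not converge. Explanations were also tested with short lists of nervous tissue, macrophage, clock, antioxidant, female-biased and male-biased liver genes and of genes on the Y chromosome. The marker lists of other cell types were not used here. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.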

Results

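Liver RNA was sequenced from mice with or without Zfp36l1 in the liver, on a control or an ethanol diet, with n = 4 libraries in each of the 4 groups. Zfp36l1 encodes a protein that binds AU-rich stretches of messenger RNA and shortens the life of the transcript. Fgf21 encodes a hormone secreted by the liver, and the study's title names it as a transcript under the control of this protein. Total reads per library ranged from 9890475 to 24768569, and the 15 libraries other than WT ethanol library 2 had at least 19069903. Group values are mean FPKM ± SD over 4 libraries. Differences are log2 fold changes of FPKM + 1 with the standard error (SE) of the limma fit, and positions are on GRCm38.

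WT ethanol library 2 ordered the genes differently from every other library. Its Spearman correlation across genes with the other 15 libraries ranged from 0.664 to 0.721, with a median of 0.691, whereas the other libraries correlated at 0.858 to 0.985 with each other. Transcripts of the mitochondrial genome made up 22.52% of its reads, against 3.64 to 6.97% in the 15 others. Its sum of FPKM was 816466, against 498052 to 568142 in the others. The labels give no reason to leave it out, so it was kept, and values without it are given for the main results. Within groups, the remaining 15 libraries also lay on 2 sides of the first component of variation, which carried 40% of the variance within groups. Libraries 1 and 2 of each group lay on 1 side and libraries 3 and 4 on the other, and the labels name no batch that would explain this. The animal numbers in the labels went with the sides in part. For libraries 1 and 2 they were higher than any on the other side, except in LKO control library 2 and LKO ethanol library 2. What these numbers mean is not stated.

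**Figure D1:**
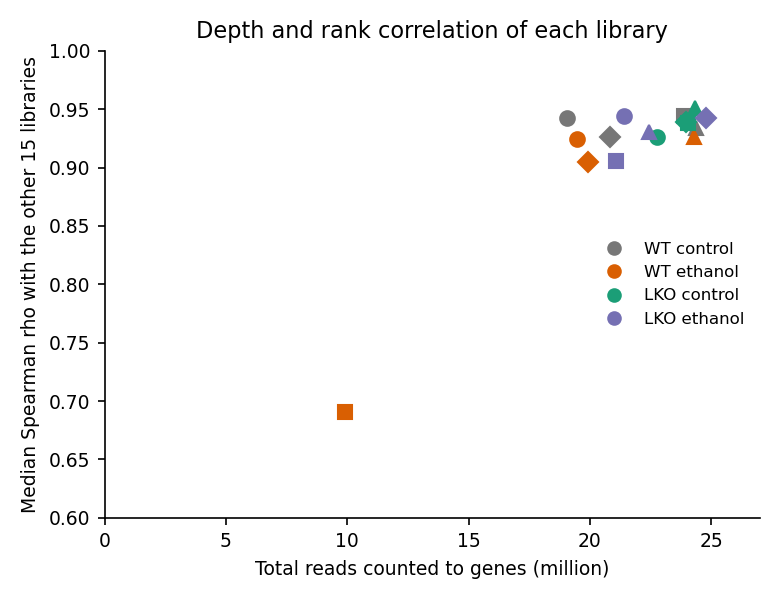
Median Spearman correlation across genes of each library with the other 15 (vertical axis) against total reads (horizontal axis), 1 point per library, coloured by group. WT ethanol library 2 lies apart at 9890475 reads and a median correlation of 0.691.

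The comparison of LKO with WT shows how far the Zfp36l1 transcript was lowered. Zfp36l1 (ENSMUSG00000021127, protein-coding, chromosome 12, 80107754 to 80113013, minus strand) measured 14.85 ± 7.55 FPKM in WT and 1.17 ± 0.286 in LKO on the control diet (SD, n = 4 each). On the ethanol diet it measured 16.84 ± 6.37 in WT and 1.15 ± 0.611 in LKO. All 8 LKO libraries lay at 0.572 to 1.76 FPKM and all 8 WT libraries at 9.3 to 25.54. The log2 fold change between genotypes was −2.77 (SE 0.321, adjusted p = 0.00148) on the control diet and −3.02 (SE 0.321, adjusted p = 0.000428) on the ethanol diet. The exact permutation test gave the smallest possible value for both, p = 0.0286, which adjusted over the 8 tests of Zfp36l1 and Fgf21 came to 0.114. Because 1 was added to each value, these are smaller than the fold changes of the means, and with a pseudocount or scaling other than the one chosen or with voom they ranged from −3.57 to −2.67 and from −4.01 to −2.92. Within the sides of the split, the difference was −2.45 and −3.09 on the control diet, and −2.74 and −3.11 on the ethanol diet, where 1 side held only 1 WT library. Ethanol changed Zfp36l1 by 0.21 in WT (exact permutation p = 0.686) and by −0.047 in LKO (exact permutation p = 0.8), less than the spread between replicates. Leaving out 1 library gave 0.031 (WT ethanol library 4) to 0.49 (WT control library 3) in WT, and −0.181 (LKO ethanol library 4) to 0.09 (LKO ethanol library 2) in LKO, where the direction changed.

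The related genes Zfp36 and Zfp36l2 were compared because they encode proteins that bind the same kind of sequence. Zfp36 (ENSMUSG00000044786, protein-coding, chromosome 7, 28376784 to 28380253) measured 48.19 ± 13.5 FPKM in WT and 50.4 ± 21.16 in LKO on the control diet, and 26.38 ± 19.9 and 22.12 ± 7.1 on the ethanol diet. Zfp36l2 (ENSMUSG00000045817, protein-coding, chromosome 17, 84183931 to 84187947) measured 15.94 ± 3.93 FPKM in WT and 20.01 ± 11.01 in LKO on the control diet, and 12.15 ± 8.17 and 11.08 ± 1.95 on the ethanol diet. Between genotypes on the ethanol diet they differed by 0.31 (adjusted p = 0.888) and 0.21 (adjusted p = 0.898) on the log2 scale, and on the control diet by −0.023 and 0.22, each with an adjusted p of 1. The differences on the ethanol diet changed sign without WT ethanol library 2, to −0.605 for Zfp36 (adjusted p = 0.412) and −0.41 for Zfp36l2 (adjusted p = 0.489). No difference between genotypes was found for either.

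Fgf21 (ENSMUSG00000030827, protein-coding, chromosome 7, 45613886 to 45615490, minus strand) varied widely within groups. It measured 13.37 ± 16 FPKM in WT and 8.28 ± 3.25 in LKO on the control diet, and 30.9 ± 25.19 and 60.68 ± 42.46 on the ethanol diet (SD, n = 4 each). Ethanol raised it by 1.12 (SE 0.823, adjusted p = 0.48) in WT and by 2.36 (SE 0.823, adjusted p = 0.297) in LKO on the log2 scale. The exact permutation test gave p = 0.314 in WT and p = 0.0571 in LKO, and adjusted over the 8 tests these were 0.549 and 0.152. LKO differed from WT by −0.13 on the control diet (exact permutation p = 0.914) and by 1.12 on the ethanol diet (exact permutation p = 0.343), which adjusted were 0.914 and 0.549. The interaction was 1.24 (SE 1.16, adjusted p = 0.927), so the ethanol response of Fgf21 was not shown to differ between genotypes. None of these differences passed the threshold in this fit. With the split term and without WT ethanol library 2 the response of LKO was 2.36 with an adjusted p of 0.0455 (range over the alternatives 0.0455 to 0.332), and without that library alone the adjusted p was 0.0736.

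Single libraries weighed on these values. WT control library 3 measured 37.2 FPKM of Fgf21 against 3.95 to 8.05 in the other 3. Without it the difference between genotypes on the control diet changed from −0.13 to 0.53 (exact permutation p = 0.257). When WT ethanol library 2 was left out, the WT ethanol mean was 40.15 ± 20.95 FPKM (n = 3), the ethanol response of WT was 1.9, the difference between genotypes on ethanol was 0.33 and the interaction was 0.46. Without LKO ethanol library 4, at 9.46 FPKM, the response of LKO was 3.07, and its exact permutation p of 0.0286 was the smallest that 3 libraries against 4 can give. Leaving out WT ethanol library 3 brought the response of WT down to 0.65, and leaving out LKO ethanol library 4 took the interaction to 1.95 and the difference between genotypes on ethanol to 1.83. Within the sides of the split, the ethanol response was 1.75 and 1.51 in WT and 3.39 and 1.33 in LKO. The difference between genotypes on the ethanol diet was 2.24 on 1 side, which held only 1 WT library, and −1.03 on the other, so it did not hold within the sides. For the control diet the values were 0.602 and −0.86.

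**Figure D2:**
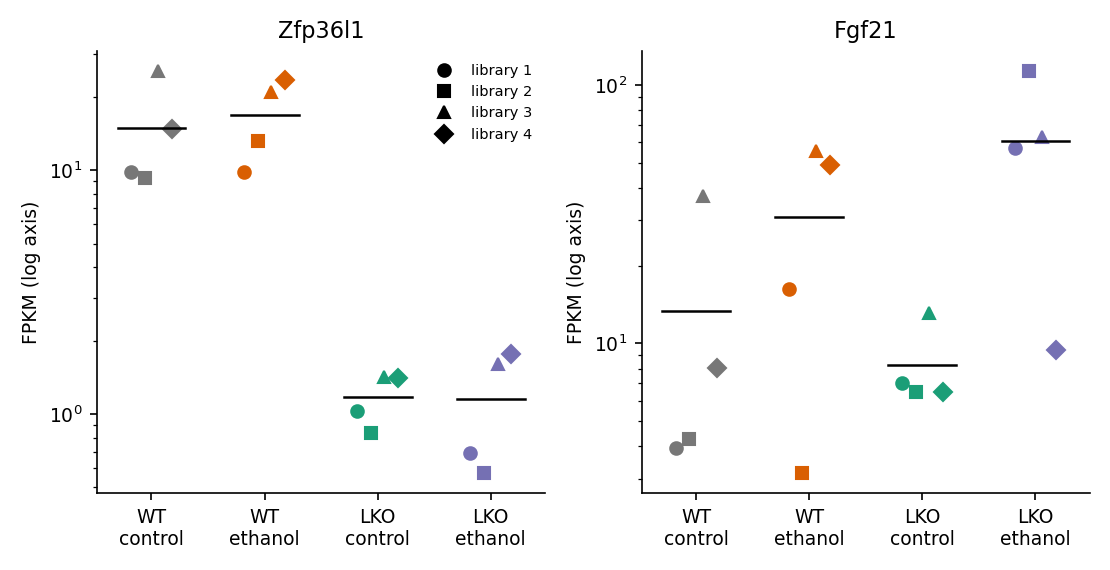
FPKM of Zfp36l1 and Fgf21 in each library on logarithmic axes, with bars at the group means and symbols for libraries 1 to 4 of each group. All 8 LKO libraries lie at or below 1.76 for Zfp36l1, and the groups overlap for Fgf21 in every comparison.

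Ethanol was compared with the control diet in each genotype to find the transcripts that responded to the diet. In WT, 472 of 11298 genes were called, 292 higher and 180 lower, and 352 of them changed at least 2-fold. In LKO, 48 genes were called, 19 higher and 29 lower, and 45 of them changed at least 2-fold. At an unadjusted p under 0.05, 2225 genes (19.7%) passed in WT and 1038 (9.2%) in LKO. The groups did not overlap for 1138 genes in WT (10.07%) and 1389 in LKO (12.29%), where chance gives 2.86%. The alternative that moved the number in WT most was limma's array weights, which gave WT ethanol library 2 a weight of 0.042 and raised the number to 4334. The share of genes raised in WT also depended on the scaling, being 61.9% as deposited, with 470 higher and 462 lower after quantile normalization, 363 and 400 with the upper quartile, 379 and 386 with the median of ratios, and 133 and 120 with equal sums. Scaling to equal sums moved the median change of all genes in WT from −0.024 to −0.12.

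Leaving out WT ethanol library 2, 1071 genes were called in WT, 817 higher and 254 lower, among them 442 of the 472. The excess of raised genes depended on the scaling, as quantile normalization without this library gave 574 higher and 519 lower. The same fit called 409 genes in LKO, 251 higher and 158 lower, among them all 48, since the variance of each gene is estimated over all groups. The median change of all genes in WT was then 0.166. When a term for the side of the split was added as well, 2229 and 1206 genes were called, among them all 1071 and all 409. The sides were taken from the variation within groups of these same libraries. Fitting them as if known tends to make p-values too small, so numbers with this term may be too large. In WT, leaving out other libraries gave 940 genes (WT ethanol library 1), 245 (WT ethanol library 4), 156 (WT control library 1), 146 (WT control library 2), and 92 higher and 59 lower (WT control library 4). In LKO, leaving out LKO ethanol library 3 gave 6 genes, LKO ethanol library 2 gave 8, and LKO ethanol library 4 gave 88. Without LKO control library 1, 2, 3 or 4 the numbers were 14, 10, 19 and 11, and without WT control library 1 it was 23. A split of the 8 WT libraries into libraries 1 and 2 of both diets against libraries 3 and 4 of both gave 849 genes, more than the 472 of the diets.

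**Figure D3:**
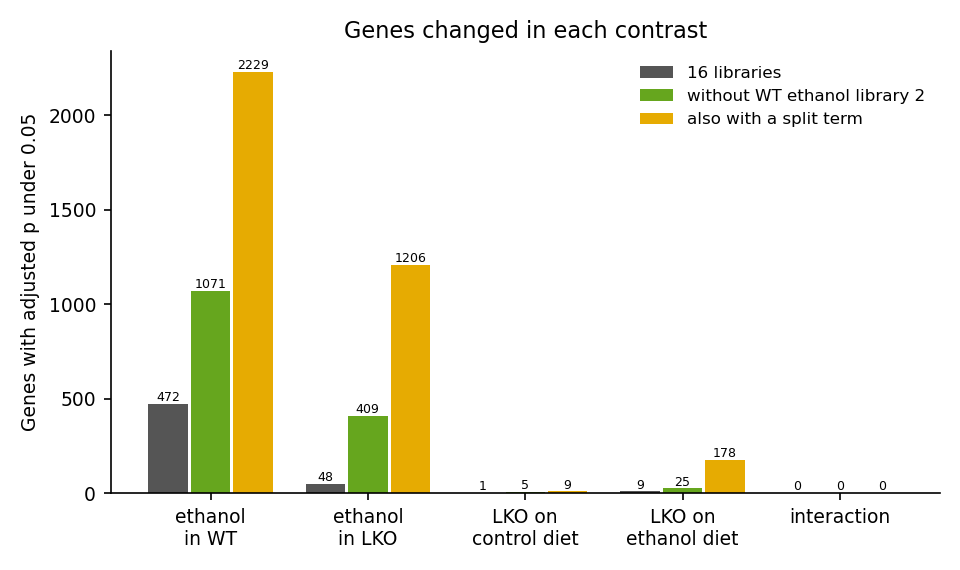
Number of genes called in each contrast with 16 libraries, without WT ethanol library 2, and without it and with a term for the split of the libraries within groups. The number for ethanol in WT rises from 472 to 1071 and 2229, and in LKO from 48 to 409 and 1206.

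Among the genes raised by ethanol, Cyp2b10 (ENSMUSG00000030483, chromosome 7, 25897620 to 25926624) rose most in both genotypes. It went from 2.07 ± 0.961 to 489.8 ± 344.4 FPKM in WT, a log2 fold change of 7.15 (SE 0.423, adjusted p = 5.25e-08). In LKO it went from 4.27 ± 1.53 to 575.9 ± 209.4 FPKM, a log2 fold change of 6.75 (SE 0.423, adjusted p = 1.32e-07). Gsta1 (ENSMUSG00000074183, chromosome 9, 78230656 to 78242684) rose in WT from 1.06 ± 0.714 to 98.21 ± 88.56 FPKM, by 4.91 (SE 1.01, adjusted p = 0.0136). Gstm3 (ENSMUSG00000004038, chromosome 3, 107963696 to 107969283) rose from 9.89 ± 5.43 to 306.8 ± 157.2 FPKM in WT, by 4.72 (SE 0.613, adjusted p = 0.00118), and from 14.32 ± 6.41 to 306 ± 184.4 in LKO, by 4.04 (SE 0.613, adjusted p = 0.00749). Slc34a2 (ENSMUSG00000029188, chromosome 5, 53038081 to 53071664) rose in LKO from 0.168 ± 0.146 to 21.69 ± 23.61 FPKM, by 3.7 (SE 0.506, adjusted p = 0.00505). In the genotypes for which a change is given here, the 4 ethanol libraries lay above the 4 control libraries for each of these genes. Gsta1 lost its call without WT control library 4 (adjusted p = 0.0503), and Gstm3 lost its call in LKO without LKO ethanol library 3 (adjusted p = 0.055). Under 10 other alternatives, Gsta1 lost its call in 1, with voom (adjusted p = 0.0591). The calls of Cyp2b10, Gstm3 and Slc34a2 were lost in 0 of these. Cyp2b10, Gsta1 and Gstm3 belong to families of near-identical genes, and how reads that fit several members were counted is not stated.

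Among the genes lowered by ethanol in WT, Sult3a1 (ENSMUSG00000069668, chromosome 10, 33857721 to 33879532) went from 86.85 ± 56.52 to 3.87 ± 7.24 FPKM, by −4.97 (SE 1.25, adjusted p = 0.0344). Sult2a8 (ENSMUSG00000030378, chromosome 7, 14410686 to 14446769) went from 198.9 ± 23.5 to 31.77 ± 52.12 FPKM, by −3.92 (SE 0.692, adjusted p = 0.00644). The long non-coding RNA C730036E19Rik (ENSMUSG00000102095, chromosome 1, 151138034 to 151142345) went from 36.81 ± 14.1 to 2.72 ± 3.05 FPKM, by −3.67 (SE 0.607, adjusted p = 0.00478), and the strand its reads came from is not known. In LKO, Hamp (ENSMUSG00000050440, chromosome 7, 30942368 to 30944032) went from 2484 ± 1417 to 143.5 ± 83.89 FPKM, by −4.16 (SE 0.605, adjusted p = 0.00563). Slco1a1 (ENSMUSG00000041698, chromosome 6, 141907282 to 141946962) went from 52.81 ± 52.4 to 2.07 ± 1.02 FPKM, by −3.77 (SE 0.714, adjusted p = 0.0309). Upp2 (ENSMUSG00000026839, chromosome 2, 58567298 to 58792971) went from 264.7 ± 106.3 to 34.95 ± 17.25 FPKM, by −3.02 (SE 0.592, adjusted p = 0.0329). All 6 are protein-coding except C730036E19Rik, and all kept the groups apart. The calls of Sult3a1, Slco1a1 and Upp2 rested on single libraries, with adjusted p up to 0.104 without WT control library 1, 0.146 without LKO ethanol library 2 and 0.154 without LKO control library 2. They were lost in 6, 5 and 7 of the 16 fits that each left out 1 library. Under 10 other alternatives, the call was lost in 2 for Sult3a1 (adjusted p up to 0.138, with voom). It was lost in 0 for Slco1a1 and in 2 for Upp2 (adjusted p up to 0.0529, with equal sums). The interaction of Slc34a2 was 3.14 and that of Hamp −3.28, each with an adjusted p of 0.927, so neither response was shown to differ between genotypes. Hamp differed between genotypes on the ethanol diet by −2.48 (adjusted p = 0.16), and without WT ethanol library 2 by −3.02 (adjusted p = 0.0357).

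The responses to ethanol were compared between genotypes across genes, which are not independent replicates. Of the 472 genes called in WT, 459 changed in the same direction in LKO (97.2%, Wilson 95% interval 95.3 to 98.4), with a slope of 0.556 of the LKO change on the WT change. Of the 48 genes called in LKO, all 48 changed in the same direction in WT, with a slope of 0.797. Choosing genes by their call in 1 genotype inflates the change there, which lowers both slopes. The comparisons shared no libraries, and 31 genes were called in both. Across all 11298 genes the changes correlated at a Pearson r of 0.595 and a Spearman rho of 0.472, and at 0.701 and 0.618 without WT ethanol library 2, where 236 genes were called in both. Without WT ethanol library 1 the share in the same direction was 86.5%.

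**Figure D4:**
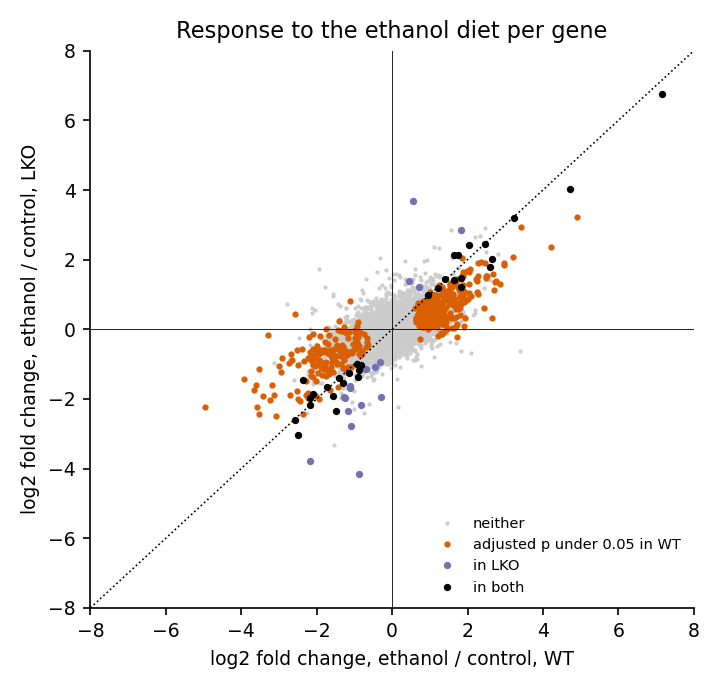
Log2 fold change with ethanol in LKO (vertical axis) against that in WT (horizontal axis) for 11298 genes, coloured by whether a gene was called in WT, in LKO or in both, with a dotted line at equality. Of the genes called in WT, 97.2% changed in the same direction in LKO.

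LKO was compared with WT on each diet to find the transcripts that depended on Zfp36l1. On the control diet the only gene called was Zfp36l1, and 390 genes (3.5%) passed an unadjusted p under 0.05. On the ethanol diet 9 genes were called, 4 higher and 5 lower, and 1347 (11.9%) passed unadjusted. The groups did not overlap for 1045 genes on the control diet (9.25%), of which 863 were lower in LKO, and for 304 (2.69%) on the ethanol diet, where chance gives 2.86%. The median change of all genes on the control diet was −0.103, and changes on that diet are to be read against it. Array weights moved the numbers most, to 260 on the control diet and 3465 on the ethanol diet (313 higher and 3152 lower). The fit without WT ethanol library 2 called 5 genes on the control diet and 25 on the ethanol diet (6 higher and 19 lower), among them the 1 and the 9. The median change of all genes on the ethanol diet was then −0.227, against −0.031 with all libraries. With the split term as well, the numbers were 9 and 178 (29 higher, the rest lower). On the ethanol diet, leaving out WT ethanol library 1 gave 387 genes (73 higher and 314 lower), LKO ethanol library 2 gave 42, LKO ethanol library 3 and WT ethanol library 4 gave 4 each, and LKO ethanol library 1 left 1. On the control diet, leaving out LKO ethanol library 4 gave 2. Of the other 34 splits of the 8 ethanol libraries, 3 gave more genes than the genotypes did, with 99, 402 and 294.

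Of the genes higher in LKO on the ethanol diet, Slc34a2 measured 21.69 ± 23.61 FPKM against 0.981 ± 0.82 in WT, a difference of 3.02 (SE 0.506, adjusted p = 0.0243). Tbc1d31 (ENSMUSG00000022364, chromosome 15, 57912199 to 57970067) measured 17.33 ± 9.83 against 2 ± 1.38, a difference of 2.56 (SE 0.424, adjusted p = 0.0243), and on the control diet it differed by 1.84 (adjusted p = 0.345). Slc30a10 (ENSMUSG00000026614, chromosome 1, 185454848 to 185468762) measured 10.69 ± 3.68 against 2.03 ± 0.815, a difference of 1.93 (SE 0.272, adjusted p = 0.0107). Gadd45g (ENSMUSG00000021453, chromosome 13, 51846678 to 51848468) measured 11.2 ± 4.19 against 40.74 ± 9.95 in WT, a difference of −1.81 (SE 0.307, adjusted p = 0.0244). Clip2 (ENSMUSG00000063146, chromosome 5, 134489383 to 134552434) measured 0.915 ± 0.239 against 3.14 ± 1.22, a difference of −1.07 (SE 0.183, adjusted p = 0.0244). All 5 are protein-coding, and their groups on the ethanol diet did not overlap. Each of these calls was lost when some single library was left out. Without LKO ethanol library 1 the adjusted p was 0.131 for Slc34a2 and Tbc1d31, 0.0767 for Slc30a10 and 0.133 for Gadd45g, and without LKO ethanol library 3 it was 0.146 for Clip2. Of the 16 fits that each left out 1 library, the call was lost in 3, 3, 1, 4 and 7. Under 10 other alternatives it was lost in 7 for Slc34a2, 3 for Tbc1d31, 0 for Slc30a10, 5 for Gadd45g and 5 for Clip2.

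The interaction asked which genes responded to ethanol differently in LKO. It gave 0 genes, with a smallest adjusted p of 0.812 (Slc30a10, log2 difference 1.94), and 362 genes (3.2%) passed an unadjusted p under 0.05. It also gave 0 without WT ethanol library 2, with 499 passing unadjusted, and gave 6 without WT ethanol library 1. Array weights, which rest the WT ethanol value mostly on WT ethanol library 3, gave 506. For Tbc1d31, Gadd45g and Clip2 the interaction was 0.73, −1.81 and −0.91, each with an adjusted p of 0.927. Of the 9 genes called between genotypes on the ethanol diet, 5 had the same direction on the control diet (55.6%, Wilson 95% interval 26.7 to 81.1). Across all genes, the differences between genotypes on the 2 diets correlated at a Pearson r of 0.211 and a Spearman rho of 0.121, and at 0.318 and 0.231 without WT ethanol library 2.

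The steatosis list was used to ask whether genes of fat synthesis and storage depended on diet and genotype. It had 28 genes, of which 27 were kept. With ethanol, its median log2 change was −1.11 in WT (19 genes lower, adjusted p = 0.0011) and −0.47 in LKO (18 lower, adjusted p = 0.0165). In LKO against WT it was 0.33 on the control diet (18 genes higher, adjusted p = 2.68e-05) and 0.68 on the ethanol diet (21 higher, adjusted p = 1.03e-05). Of its genes, 10 were called with ethanol in WT, 3 with ethanol in LKO, 0 between genotypes on the control diet and 10 on the ethanol diet when adjusted over the list alone, against 4, 0, 0 and 0 over all genes. The members with the smallest adjusted p for ethanol in WT were Srebf1 (−2.27, adjusted p = 0.0133), Cidec (3.2, adjusted p = 0.0213) and Fabp4 (1.99, adjusted p = 0.0267). Between genotypes on the ethanol diet they were Me1 (1.79, adjusted p = 0.2), Elovl6 (2.15, adjusted p = 0.204) and Plin4 (−1.31, adjusted p = 0.214), so in both comparisons members went both ways. The interaction was 0.47 (21 genes higher, adjusted p = 0.0592).

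These steatosis values depended on single libraries in part. Leaving out WT ethanol library 2, the median was −0.64 for ethanol in WT and 0.25 for LKO against WT on the ethanol diet, still past the threshold. The median of the interaction was then −0.003 (adjusted p = 0.041), which is below 0 but above the −0.123 of all genes, so the list stayed higher than the other genes. The interaction passed the threshold at 0.57 without LKO control library 1 (adjusted p = 0.0118), at 0.53 without LKO ethanol library 2 or WT ethanol library 1 (adjusted p = 0.00867 and 0.0279), at 0.54 without LKO ethanol library 4 (adjusted p = 0.0282), at 0.43 without WT control library 1 (adjusted p = 0.0206) and at 0.64 without WT control library 3 (adjusted p = 0.0123). The median for ethanol in LKO lost its call without LKO control library 1 (−0.37, adjusted p = 0.0958), LKO ethanol library 2 (−0.28, adjusted p = 0.175) and LKO ethanol library 4 (−0.43, adjusted p = 0.0852). The difference on the control diet was 0.138 without WT control library 3 and at most 0.458 without any other library, and it was called in all 16 fits that each left out 1. Over all alternatives that kept the 16 libraries or changed more than 1 choice, the adjusted p ranged from 0.000121 to 0.413 in WT, from 0.00839 to 0.669 in LKO, from 6.26e-06 to 0.669 on the control diet and from 1.16e-09 to 0.335 on the ethanol diet. The upper ends came from fry and from camera with an estimated correlation. Under these tests none of the 25 list results passed, so every list call rests on the preset correlation of 0.01.

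The inflammation list asked the same of cytokine, chemokine and inflammatory marker genes. Of its 30 genes, 20 were kept. With ethanol its median change was 0.62 in WT (18 genes higher, adjusted p = 0.00183) and 0.57 in LKO (13 higher, adjusted p = 0.133). Adjusted over the list alone 2 genes were called in WT, as over all genes, and these 2 were Lcn2 (4.22, adjusted p = 0.00478) and Cd14 (2.67, adjusted p = 0.0253), followed by Ccl2 (1.88, adjusted p = 0.167). In LKO the value rested on LKO ethanol library 2, whose median lay 1.71 above the mean of WT control, and without it the change was −0.16 (adjusted p = 0.619). It passed the threshold without LKO control library 2 (0.56, adjusted p = 0.044) and without LKO ethanol library 4 (0.73, adjusted p = 0.00183). In LKO against WT the median was 0.067 on the control diet (12 genes higher, adjusted p = 0.0299) and −0.47 on the ethanol diet (14 lower, adjusted p = 0.214). The call on the control diet was lost without LKO control library 1 (0.011, adjusted p = 0.142), WT control library 2 (0.028, adjusted p = 0.0666) and WT control library 4 (0.011, adjusted p = 0.223), and the direction changed without LKO control library 2 (−0.051) and WT control library 3 (−0.01). The difference on the ethanol diet passed without LKO ethanol library 2 (−0.99, adjusted p = 0.000954) and without WT ethanol library 3 (−0.29, adjusted p = 0.0429), and without WT ethanol library 4 it was −0.028. The interaction was −0.69 (15 genes lower, adjusted p = 0.0165), and it lost its call without WT control library 4 (−0.49, adjusted p = 0.0723), WT ethanol library 1 (−0.6, adjusted p = 0.116), WT ethanol library 2 (−0.7, adjusted p = 0.0514) and LKO ethanol library 4 (−0.25, adjusted p = 0.423).

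**Figure D5:**
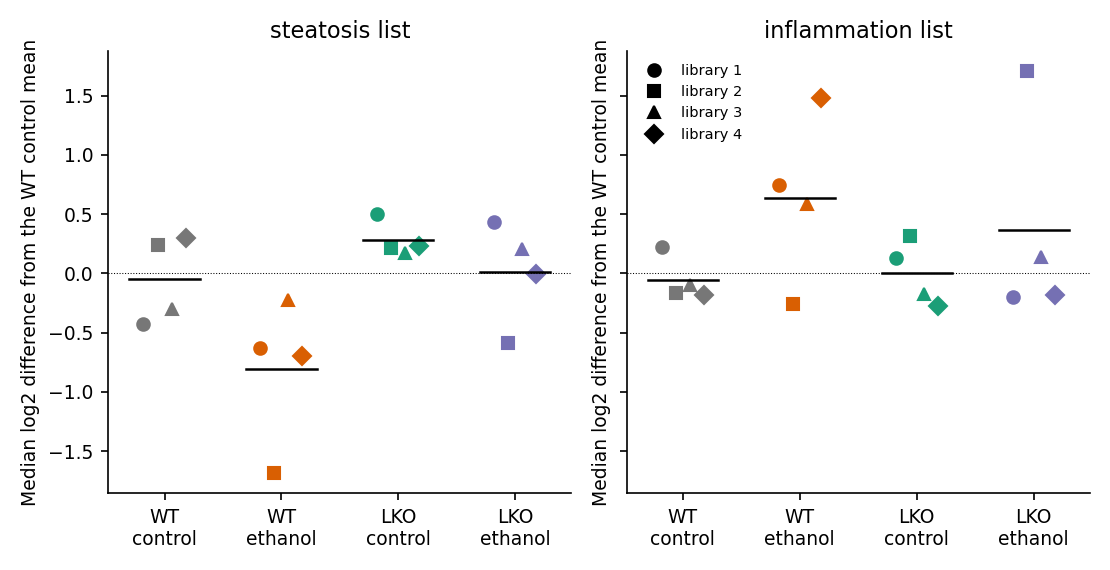
Median log2 difference of the steatosis and inflammation lists from the mean of the WT control libraries, 1 point per library by group, with bars at the group means. The lowest steatosis value is WT ethanol library 2, at −1.68, and the highest inflammation value is LKO ethanol library 2, at 1.71.

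The remaining lists covered fatty acid oxidation (19 genes kept of 20), bile acid metabolism (18 of 19) and the stress response (19 of 20). With ethanol in WT their medians were −0.68 (16 genes lower, adjusted p = 0.0187), −0.84 (16 lower, adjusted p = 5.12e-05) and 0.86 (13 higher, adjusted p = 0.000344). With ethanol in LKO they were −0.18 (13 lower, adjusted p = 0.0733), −0.197 (14 lower, adjusted p = 0.00219) and 0.61 (16 higher, adjusted p = 0.000627). In LKO against WT on the control diet they were −0.16 (adjusted p = 0.269), 0.076 (adjusted p = 0.00849) and 0.013 (adjusted p = 0.0395). Of 18 alternatives other than leaving out 1 library, the bile acid call on the control diet was lost in 8. The stress response call was lost in 10, and its direction changed in 2. Fatty acid oxidation passed in 2 (lowest adjusted p = 0.00642, with quantile normalization without WT ethanol library 2). For the genotypes on the ethanol diet they were 0.21 (adjusted p = 0.539), 0.58 (17 genes higher, adjusted p = 5.39e-05) and −0.399 (adjusted p = 0.612). The interactions were 0.39 (adjusted p = 0.214), 0.53 (14 higher, adjusted p = 0.0284) and −0.22 (adjusted p = 0.0857). Adjusted over the list alone, 9 stress response genes were called with ethanol in WT and 5 in LKO, against 6 and 0 over all genes, and 6, 3 and 2 bile acid genes with ethanol in WT, with ethanol in LKO and between genotypes on ethanol, against 2, 1 and 0. The fatty acid oxidation list changed direction without WT ethanol library 2 with ethanol in WT (0.058, adjusted p = 0.0902), between genotypes on the ethanol diet (−0.33) and in the interaction (−0.12, equal to the median of all genes). Quantile normalization without that library gave −0.315 between genotypes on the ethanol diet, past the threshold at an adjusted p of 0.00364 (range over the alternatives 0.00364 to 0.907). Without the same library the bile acid medians were −0.39 with ethanol in WT, 0.155 between genotypes on ethanol and 0.134 in the interaction, each still past the threshold.

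Other single libraries changed the calls of these 3 lists as follows. The fatty acid oxidation list lost its call with ethanol in WT without WT control library 3 (−0.5, adjusted p = 0.196), and gained one with ethanol in LKO without LKO control library 4 (−0.24, adjusted p = 0.0257), LKO ethanol library 4 (−0.204, adjusted p = 0.0326) or WT ethanol library 2 (adjusted p = 0.0378). The bile acid list changed direction between genotypes on the control diet without LKO control library 4 (−0.071, adjusted p = 0.0377). Its interaction lost its call without LKO control library 1 or 3, LKO ethanol library 3 or 4, WT control library 4, or WT ethanol library 3 or 4, with adjusted p from 0.051 to 0.0976 and medians from 0.467 to 0.816. The stress response list between genotypes on the control diet changed direction without LKO control library 3 (−0.064), WT control library 2 (−0.07) or WT control library 4 (−0.026), and lost its call without LKO control library 4 (adjusted p = 0.227) or WT ethanol library 2 (adjusted p = 0.0582). Its interaction changed direction without WT control library 2 (0.024), WT ethanol library 3 (0.006) or WT ethanol library 4 (0.118), and passed without LKO control library 1 (−0.37, adjusted p = 0.0442), LKO ethanol library 2 (−0.32, adjusted p = 0.00648), LKO ethanol library 3 (−0.29, adjusted p = 0.029) or WT control library 3 (−0.4, adjusted p = 0.0276). With ethanol in WT its median fell to 0.396 without WT ethanol library 4, still past the threshold.

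The motif TATTTAT was counted to ask whether transcripts raised in LKO carry the sequence that ZFP36L1 binds. All 4 genes raised on the ethanol diet carried it in the 3′ untranslated region, against 28.9% of the 10533 genes compared with them (two-sided Fisher's exact test, p = 0.007). Within strata of region length the exact test gave p = 0.0037, and 35.5% of genes matched on length carried it. Of the 4 lowered genes with a region, 1 carried it (Fisher's exact test, p = 1). On the control diet 0 genes were raised, at 390 genes passing an unadjusted p under 0.05, and the 1 lowered gene, Zfp36l1 itself, carried it. With so few genes the result moved with the libraries and settings. Without WT ethanol library 1 the share was 18.8% (Fisher's exact test, p = 0.0726), without WT ethanol library 2 or WT control library 2 it was 66.7% (Fisher's exact test, p = 0.0621 and p = 0.0624), and with the split term and without WT ethanol library 2 it was 30.8% (Fisher's exact test, p = 0.83). The 2 genes raised without WT ethanol library 3 both carried it (Fisher's exact test, p = 0.0837), and no gene was raised without LKO ethanol library 1.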

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

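A library far from the other 3 of its group was sought in 112 groups of 4 values, by comparing its gap to the nearest other library with the whole range against Dixon's 95% critical value for 4 libraries. It was met in 10 groups, where chance gives about 5.6 (1 in 20). Of the named genes, 8 of 72 groups met it, against 3.6 by chance, so some of these values are of the kind that chance gives. The tests of GC content and gene length, of nervous tissue and of a wrong label for WT ethanol library 2, the test of a weaker response to ethanol, both tests of Fgf21, the test of a male animal, the tests of the split for Sult3a1 and Sult2a8, and the tests of single libraries and of macrophages for the interactions were chosen only after the result was seen.

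WT ethanol library 2 had a median Spearman correlation of 0.715 across genes with the other libraries of its group, which stood at 0.92 to 0.929. It also had fewer reads than any other library, 9890475, and 34.46% of these came from the 10 genes with most reads, the first of which was mt-Nd5, where the first was Alb in each other library. Lower depth does not account for it, because the other 15 libraries thinned to its number of reads still correlated at 0.856 or more with the rest (median 0.931). After removal of the trend with GC content and gene length, its highest correlation with another library was 0.739. A stronger response to ethanol was argued against as well, since its deviation from its group correlated at −0.078 across genes with the ethanol response of LKO, where the highest value in another WT ethanol library was 0.133. Transcripts of nervous tissue were high in it. A list of 20 such genes, of which only 3 had an FPKM of at least 1 in most of the other 15 libraries, stood at the percentile of 100 among 10000 random lists of similar expression, with a median log2 ratio of 2.76. In this library 19 of the 20 were at 1 or more, and 16 were higher than in all other 15.

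Among the abundant nervous tissue transcripts, Mobp stood at 38.92 FPKM in WT ethanol library 2 and at most 0.976 elsewhere, Gfap at 24.86 against at most 0.621, and Nefm at 23.79 against at most 0.517. Mbp (120.5 against at most 2.51) was not on the list and was chosen after its values were seen. RNA from nervous tissue may therefore have entered this library, given the percentile of 100 for its list. Whether it explains the whole difference stays open. The log2 ratios of the 200 most abundant genes had an interquartile range of 2.87, against at most 1.1 in another WT ethanol library. The outer deciles were −3.01 and 1.93. The spread cannot decide, as nervous tissue may express some of these genes. Genes of the Y chromosome reached 1.43 FPKM in this library and at most 0.045 in the 15 others, and Xist stood at 6.62, against 13.74 to 49.37 in the libraries other than this one and LKO control library 4. RNA of a male animal in this library stays open and was not tested further. A mouse on the control diet under the wrong label was tested in 4 ways, and the deciding one was picked after all had been seen. The first did not decide, as 11 of 20 genes that separate the diets lay nearer to the ethanol level. The others placed the genes raised in both genotypes from 0 at the control to 1 at the ethanol level. Of genes raised at least 8-fold, only 3, the median position was 0.94, against at most 0.11 in the 8 control libraries and 0.41 to 1.17 in the other ethanol libraries. At 4-fold (12 genes) it was 0.47, against at most 0.42 in the control libraries and 0.4 to 1.4 in the other ethanol libraries, so it lay in the range of the latter and just above the former, which overlapped. At 2-fold (82 genes) it was 0.37, between at most 0.29 in the control libraries and 0.42 to 1.33 in the other ethanol libraries. Cyp2b10 stood at 373.1 FPKM in it, against at most 5.751 in any control library, and Gstm3 at 90.7 against at most 23. RNA from a control diet mouse alone is therefore argued against, while a mixture of RNA from both diets stays open and was not tested. The cause of the high mitochondrial share was not tested, and poor RNA quality was not recorded in the labels.

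Fgf21 stood at 37.2 FPKM in WT control library 3 against 3.95 to 8.05 in the other WT control libraries, and at 13.13 in LKO control library 3 against 6.47 to 7.04. An ethanol library under the wrong label is argued against, because only 9 of 40 values of genes that separate the diets lay nearer to the ethanol level. On the scale from 0 at the control to 1 at the ethanol level, genes raised at least 8-fold stood at most at 0.11 in any control library. WT control library 3 was the highest control library at 4-fold (0.42) and at 2-fold (0.29). The lowest ethanol library apart from WT ethanol library 2 stood at 0.4 and 0.42 there, so at 4-fold they overlapped. Fasting also raises Fgf21 in the liver together with the genes of fatty acid oxidation. Of 38 values of the fatty acid oxidation list, 23 were highest of their group in these libraries (13 of 19 in WT control library 3 and 10 of 19 in LKO control library 3). A longer time without food before sampling is therefore a candidate explanation, and the labels used here give no feeding times. Genotype does not set these libraries apart, since each genotype had one.

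Gsta1 stood at 217.8 FPKM in LKO ethanol library 2 and at 4.07 to 5.45 in the other LKO ethanol libraries. Reads shared with the near-identical Gsta2 are argued against as the whole cause, since Gsta2 rose by only 1.67 on the log2 scale (from 36.8 to 47.85 FPKM in the other 3) where Gsta1 rose by 5.23. Of 14 antioxidant genes kept from a list of 15, 9 were highest in this library, where chance gives 3.5, and their median difference was 1.26, against at most −0.34 in another LKO ethanol library. The value of Gsta1 may thus be part of a wider antioxidant response of this animal. What set off such a response was not tested, and the same library also had the highest inflammation list median, 1.71.

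In LKO control library 4, Sult3a1 stood at 1.56 FPKM against 125.2 to 135 in the other LKO control libraries, and Slco1a1 at 130.6 against 18.74 to 37.01. These genes differ between the sexes in mouse liver. A male animal is argued against by Xist, at 25 FPKM in this library and 13.74 to 49.37 in the other 14 libraries apart from WT ethanol library 2, and by genes of the Y chromosome at no more than 0.0134 FPKM. Of 12 female-biased liver genes, all 12 were lowest of the group in this library, with a median log2 difference of −4, where the lowest such median of another LKO control library was 0.67. Of 6 male-biased genes other than Slco1a1, all 6 were highest, with a median of 3.05. A shift from female to male expression in a female liver, such as altered growth hormone secretion gives, is a candidate explanation for both genes. Its origin was not tested.

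Slco1a1 stood at 66.35 FPKM in WT control library 4 against 2.02 to 9.36 in the other WT control libraries. Here the female-biased genes had a median difference of −0.5 and 6 of 12 were lowest, while 3 of 6 male-biased genes were highest, with a median of 0.55. A weaker shift of the same kind cannot be told apart from no shift, because only part of each list moved with it.

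Sult3a1 stood at 14.72 FPKM in WT ethanol library 1, against 0 to 0.431 in the other WT ethanol libraries, and Sult2a8 at 109.9 against 3.77 to 8.67. On a scale from 0 at the WT control mean to 1 at the mean of the other WT ethanol libraries apart from library 2, Sult3a1 lay at 0.39 and Sult2a8 at 0.17. The 308 other genes called with ethanol in both genotypes without this library had a median of 0.8, against 0.81 and 1.17 in libraries 3 and 4 judged in the same way. A weaker response to ethanol in this animal cannot be told apart from a full one, because the median lay far above these 2 genes but not above that of another library. An earlier test, in which 17 of 20 genes lay nearer to the ethanol level, was set aside, since a weaker response can pass the middle as well. The split of the libraries within groups, on which this library lay farthest out, was tested in the other 3 groups. Sult2a8 did not differ between its sides there (exact permutation p = 0.991), which argues against the split for that gene. For Sult3a1 the difference between the sides was −1.31 (exact permutation p = 0.324), so the split cannot be told apart from other causes, because the gene varied too widely within groups. Both genes belong to families of similar sequence, and reads shared with other members were not tested. No biological explanation was tested beyond the response to ethanol.

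The steatosis list had a median of 0.503 above the mean of WT control in LKO control library 1, against 0.175 to 0.231 in the other LKO control libraries. Its gap as a share of the range lay at the critical value, and fell below it, to 0.706, after scaling by the median of ratios. The scaling between libraries may therefore account for this value, and no biological explanation was tested.

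The response of the inflammation list to ethanol differed between genotypes, with a median interaction of −0.685 (15 of 20 genes lower, adjusted p = 0.0165). WT ethanol library 2 is argued against as the whole cause of the low median, which was −0.703 without it. The median interaction of all genes then moved from 0.089 to −0.123, so the list lay less far below the other genes. The adjusted p rose to 0.0514, so the call itself depended on this library. Over the alternatives that did not just leave out 1 library, the adjusted p ranged from 0.00165 to 0.763. Markers of macrophages outside the list, 9 of 9 kept, were also lower in the interaction, with a median of −0.79, a range from −1.68 to −0.15 and a camera p of 1.96e-05. Fewer macrophages, or less active ones, in LKO livers on ethanol than in WT livers are a candidate explanation. It is weak, because 37 of 100 regroupings of the libraries gave a camera p for the inflammation list as small as the real one. The difference is thus not larger than chance arrangements of these animals give.

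The bile acid list also differed, with a median interaction of 0.525 (14 of 18 genes higher, adjusted p = 0.0284). Without WT ethanol library 2 it was 0.134 (adjusted p = 0.0119), while the median interaction of all genes moved from 0.089 to −0.123, so that the library accounts for part of the size of the difference. It is argued against as the whole cause of the call, which stayed past the threshold. Over the alternatives that did not just leave out 1 library, the adjusted p ranged from 0.000611 to 0.652. Of 100 regroupings of the libraries, 31 gave a camera p as small, so chance may account for this difference as well.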

How the results depend on the processing

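Most results kept their direction and their side of the threshold. Among the results that answer a comparison, 311 values under alternatives other than leaving out 1 library stayed within their bounds, 49 values without a threshold moved by more than the spread or counts by more than 1.5 times, 39 fell below the threshold and 8 passed it. Of the other results, 386 held, 66 fell below it, 10 passed it and 14 changed direction. With 1 library left out, 381 of the former held, 32 moved, 14 fell below the threshold, 11 passed it and 9 changed direction, and of the latter 495 held, 48 fell below it, 7 passed it and 10 changed direction. The alternatives with voom, with the split term, with WT ethanol library 2 left out together with another change, and the motif with 1 library left out were chosen after seeing the data. No paired analysis was possible, because the labels state no pairing and give no numbers shared between groups. They hold animal numbers, some of which follow each other across diets. What these mean is not stated, so littermates stay possible, and no pairing was guessed from them. The count tests foreseen for a table of counts were not run, since the table holds FPKM. The motif comparison on the control diet gave no value, because 0 genes were raised there, at 390 genes with an unadjusted p under 0.05, and the same holds on the ethanol diet without LKO ethanol library 1. Depth limits WT ethanol library 2 most, at 9890475 reads, where low genes are measured least precisely. Unless a cause is named, the cause was not tested.

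The log2 fold change of Zfp36l1 between genotypes stayed between −3.57 and −2.67 on the control diet and between −4.01 and −2.92 on the ethanol diet under the alternatives that kept all libraries or left out WT ethanol library 2 with another change, and between −2.94 and −2.48, and −3.23 and −2.85, with 1 library left out. An exact permutation p at the smallest value the design can give says nothing about how stable it is. Its change with ethanol in LKO ranged from −0.181 to 0.09 with 1 library left out. That of Fgf21 with ethanol in LKO was 2.36 (adjusted p = 0.0455) with the split term and without WT ethanol library 2, where its p over these alternatives (exact permutation, or adjusted p of limma with voom or the split term) ranged from 0.0455 to 0.332, and it ranged from 1.92 to 3.07 with 1 library left out. The Fgf21 difference between genotypes on the control diet ranged from −0.453 to 0.53 with 1 library left out, above 0 only without WT control library 3.

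The number of genes called moved by more than 1.5 times under 13 of 21 alternatives for ethanol in WT, 12 of 21 for ethanol in LKO, 6 and 10 of 21 for LKO against WT on the control and ethanol diets, and 1 of 20 for the interaction. A pseudocount of 0.1, a mean FPKM of at least 1, no trend, a robust trend and summed symbols moved none of these numbers that far. For ethanol in WT, ethanol in LKO and LKO against WT on the ethanol diet, a threshold of 0.01 gave 74, 7 and 1 genes, and one of 0.1 gave 910, 93 and 24, by construction. No filter gave 283, 18 and 3, with more genes tested. Only the groups compared gave 58, 248 and 3, and 13 for LKO against WT on the control diet, where WT ethanol library 2 no longer enters the variance of the comparisons without it. An FPKM of at least 5 gave 257 for ethanol in WT. A pseudocount of 0.01 gave 3 and voom gave 5 for LKO against WT on ethanol. Equal sums gave 253 and 25 for ethanol in WT and LKO, the upper quartile 763 and 103, and 5 for LKO against WT on ethanol, the median of ratios 765 and 122, and quantile normalization 932 and 105, and 2 for LKO against WT on the control diet. Array weights gave 4334 and 869 for ethanol in WT and LKO, 260 and 3465 for LKO against WT on the control and ethanol diets, and 506 for the interaction. Without WT ethanol library 2, quantile normalization gave 1093 and 498 for ethanol and 9 for LKO against WT on the control diet, voom gave 1000, 433, 5 and 19 in the order of the 4 comparisons, and the split term gave 2229, 1206, 9 and 178.

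With 1 library left out, the number for ethanol in WT ranged from 146 (without WT control library 2) to 1071 (without WT ethanol library 2) and for ethanol in LKO from 6 (without LKO ethanol library 3) to 409 (without WT ethanol library 2). For LKO against WT it ranged from 1 to 5 on the control diet (most without WT ethanol library 2) and from 1 to 387 on the ethanol diet (LKO ethanol library 1 and WT ethanol library 1), and in the interaction from 0 to 6 (most without WT ethanol library 1). Simulated reads at this number of libraries gave calls for 98% of genes changed 4-fold, at a dispersion of 0.1 for every gene. In the real libraries, Hamp differed between genotypes on the ethanol diet by −2.48 with an adjusted p of 0.16 (limma). The simulation therefore does not settle whether the number of libraries limits the calls between genotypes.

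The share of genes called in WT with the same direction in LKO was 97.2%, and it was 98.8% at an FPKM of at least 5 and 94.6% with quantile normalization. It ranged from 86.5% (without WT ethanol library 1) to 99.3% with 1 library left out. The share of genes called between genotypes on ethanol with the same direction on the control diet was 100% with the upper quartile, the median of ratios and quantile normalization, 84.8% with the split term and 84.2% with voom, both without WT ethanol library 2, and ranged from 50% to 100% with 1 library left out. It rests on few genes.

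Calls of the gene lists depended on the set test. Under fry and under camera with an estimated correlation, none of the calls of steatosis and inflammation was kept, at the same medians of −1.11 (adjusted p = 0.226 and 0.413), −0.469 (0.669 and 0.532), 0.333 (0.669 and 0.335) and 0.679 (0.226 and 0.335) for steatosis in the order of the 4 comparisons. For inflammation these were 0.619 (0.269 and 0.512) with ethanol in WT, 0.067 (0.907 and 0.584) between genotypes on the control diet and −0.685 (0.763 and 0.584) in the interaction. With fry, the split term and no WT ethanol library 2, steatosis gave −0.692, −0.469, 0.333 and 0.268 and inflammation gave 0.916, 0.067 and −0.795, none past the threshold, and fatty acid oxidation gave −0.275 between genotypes on ethanol and −0.117 in the interaction.

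Other calls of steatosis changed as follows. With ethanol in LKO the list no longer passed under array weights (−0.278), quantile normalization with and without WT ethanol library 2 (−0.51 in both) and the split term without that library (−0.469). Its interaction passed without a filter (0.458), with equal sums (0.589), with voom (0.637, and 0.009 without WT ethanol library 2) and with array weights (0.06). Over the alternatives its adjusted p ranged from 0.00839 to 0.669 with ethanol in LKO and from 0.00949 to 0.927 in the interaction. With 1 library left out, the medians ranged from −0.618 to −0.277 (lowest in size without LKO ethanol library 2) and from −0.003 (without WT ethanol library 2) to 0.641.

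Inflammation between genotypes on the control diet no longer passed at an FPKM of at least 5 (0.067), with the median of ratios (0.141), with quantile normalization with and without WT ethanol library 2 (0.178 in both) and with the split term (0.067). On the ethanol diet it passed at an FPKM of at least 5 (−0.781) and with quantile normalization without WT ethanol library 2 (−0.505). With ethanol in WT it no longer passed under array weights (0.713), and in the interaction it did not under array weights (−0.848) or the split term (−0.795). The adjusted p ranged over the alternatives from 0.000118 to 0.512 with ethanol in WT, from 0.0103 to 0.927 between genotypes on the control diet, from 0.0329 to 0.9 on the ethanol diet and from 0.00165 to 0.763 in the interaction. With 1 library left out, the median ranged from −0.159 to 0.732 with ethanol in LKO (below 0 only without LKO ethanol library 2), from −0.051 (without LKO control library 2) to 0.209 between genotypes on the control diet, from −0.986 (without LKO ethanol library 2) to −0.028 on the ethanol diet and from −1.08 to −0.248 (without LKO ethanol library 4) in the interaction.

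Of the lists, fatty acid oxidation changed direction most often, where WT ethanol library 2 was left out or weighted down. Fatty acid oxidation turned to 0.292 (array weights) and 0.058 (voom without that library) with ethanol in WT. Between genotypes on ethanol it turned to −0.512 with array weights, and without that library to −0.315 with quantile normalization (adjusted p = 0.00364, the only one of these past the threshold, with a range over the alternatives from 0.00364 to 0.907), −0.275 with the split term and −0.334 with voom. In the interaction it turned to −0.344, −0.079, −0.117 and −0.123 in the same order. With 1 library left out it ranged from −0.999 to 0.058 with ethanol in WT, from −0.33 to 0.427 between genotypes on ethanol and from −0.123 to 0.644 in the interaction, each time changing direction only without WT ethanol library 2. Stress response between genotypes on the control diet turned to −0.071 with array weights and −0.03 with equal sums. Of 18 alternatives other than leaving out 1 library, these 2 changed its direction, 10 more lost its call and 6 kept it. With 1 library left out it ranged from −0.07 (without WT control library 2) to 0.051, and its interaction from −0.654 to 0.118 (highest without WT ethanol library 4). Bile acids between genotypes on the control diet ranged from −0.071 (without LKO control library 4) to 0.084 with 1 library left out. Their call was lost in 8 of the 18 other alternatives (adjusted p up to 0.852, with fry).

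The share of raised genes with the motif was 100% for ATTTA (Fisher's exact test, p = 0.319) and 0% for TTATTTATT (Fisher's exact test, p = 1). With TATTTAT it was 60% after quantile normalization, 100% with voom, and, without WT ethanol library 2, 30.8% with the split term and 50% with voom, none past the threshold. The p over these alternatives ranged from 0.0037 (exact test within strata of region length) to 1 (Fisher's exact test for TTATTTATT). With 1 library left out the share ranged from 18.8% (without WT ethanol library 1) to 100%. The comparison rests on 4 genes, and with so few the share moves with each gene that enters.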

Other observations

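The tests of GC content and gene length for the split of the libraries were chosen only after the result was seen, as were the regroupings for the bile acid list in the comparisons of 2 groups, and the genes that separate the genotypes were looked for after the comparisons of the report had been made.

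Apart from WT ethanol library 2, the libraries of every group lay on 2 sides of the first component of variation within groups, with libraries 1 and 2 on one side and libraries 3 and 4 on the other. This component carried 40% of the variance within groups and the next carried 20.1%. Thinning all libraries to equal reads left 39.7% on it, with 15 of 15 libraries on the same side, which argues against depth. Removing trends with GC content and gene length left 32.5%, from 40.1% for the same genes, again with 15 of 15 on the same side, so these trends are not the whole cause, although the weights of the genes correlated with GC content at 0.449 and with gene length at 0.294 across genes (Spearman). Time of day was tested with the clock genes, of which 8 of 9 were kept. Their phase measure differed by −0.1 between the sides (SD 1.06 within groups, exact permutation p = 0.924 over 648 arrangements). No shift was found, but a moderate difference in sampling time cannot be excluded, because the measure varied widely within groups. The mitochondrial share differed by −1.83 percentage points between the sides (exact permutation p = 0.00154). A batch of animals or of library preparation, in the order in which the records were numbered, may lie behind the split. The labels name none, but the animal numbers they hold went with the sides in part. Since both sides hold libraries of all 4 groups, a term for the split can be fitted beside the groups.

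The same fits were made on other divisions of the libraries into groups of the same size. For ethanol in WT, 2 of 35 splits of the 8 libraries gave as many genes as the real one, itself included. The other was the split of libraries 1 and 2 against libraries 3 and 4, with 849 genes, and with the split as a term and without WT ethanol library 2 the diets gave 2229. For ethanol in LKO only the real split, 1 of 35, gave as many, but at an unadjusted p under 0.05 another split gave 1085 genes against 1038 (2 of 35). For LKO against WT on the control diet it was 2 of 35, the other again being libraries 1 and 2 against libraries 3 and 4 (1 gene, and 1222 genes at an unadjusted p under 0.05 against 390), and the blocked number was 9. For LKO against WT on the ethanol diet it was 4 of 35, with 99, 402 and 294 genes in the others, and the blocked number was 178. In the interaction, 45 of 100 regroupings gave as many genes at an unadjusted p under 0.05 as the real 362. By this measure the numbers of genes for ethanol in WT and for both comparisons of the genotypes were no larger than those of some other divisions.

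For the gene lists, the number of splits with a camera p as small as the real one is given in the order ethanol in WT, ethanol in LKO, LKO against WT on the control diet and on the ethanol diet (of 35 each), and the interaction (of 100). It was 4, 17, 5, 2 and 54 for steatosis, and 4, 27, 14, 26 and 37 for inflammation. For fatty acid oxidation it was 15, 10, 26, 30 and 62, for bile acids 2, 5, 2, 2 and 31, and for the stress response 2, 11, 10, 27 and 39. No list was under 1 in 20 in any comparison, with the real split counted. These splits keep WT ethanol library 2 and do not hold libraries 1 and 2 apart from libraries 3 and 4, so some of them contain that division itself and the numbers may be too high. No arrangement within the sides was made for the lists, and for steatosis and bile acids, at 2 of 35 on the ethanol diet, chance was not tested free of this division.

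Looking at all 16 libraries at once, 19 of 11298 genes separated all 8 LKO from all 8 WT libraries, where chance gives 1.8, and 3 of 100 regroupings within diets gave as many, the real one included. Of these, 7 were higher and 12 lower in LKO. Besides Zfp36l1 and Tbc1d31 they included Cmas, at 41.5 to 63.27 FPKM in LKO and 6.49 to 34.02 in WT, and Cyp2f2, at 215.9 to 473.2 in LKO and less than that, down to 4.44, in WT. Cmas and Cyp2f2 were chosen after their values were seen. DNA of another strain carried along with the altered Zfp36l1 gene would place such genes near it on chromosome 12, which holds 3.3% of the genes kept, but 0 of the 18 others lay there. Strain DNA elsewhere in the genome was not tested. These genes may respond to the loss of Zfp36l1, and since they were found and tested on the same libraries (3 of 100), this stays a hypothesis.

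If ZFP36L1 shortens the life of transcripts with its motif, genes with TATTTAT in the 3′ untranslated region would rise in LKO against genes without it. The comparison was made within strata of region length and GC content, for 3051 genes with the motif and 7490 without. On the control diet the difference was 0.0131 on the log2 scale, and 13 of 35 splits gave one as large, which leaves the question open, as so small a shift lies within that of other splits. On the ethanol diet it was 0.0486 and only the real split, 1 of 35, gave one as large, although the next largest was close, at 0.0479. Without WT ethanol library 2 it was 0.0362, again 1 of 35. With strata of length alone it was 0.0983 and 2 of 35 splits were as large, the other at 0.113. Without that library it was then 0.0671 and 4 of 35 splits were as large. A small rise of transcripts with the motif in LKO livers on ethanol stays possible, but it barely exceeded that of another split and depended on the strata. It was not shown to differ from the control diet, since 26 of 100 regroupings gave an interaction as large as the real 0.0356.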
